# TonEBP: A Key Transcription Factor in Microglia Following Intracerebral Hemorrhage Induced-Neuroinflammation

**DOI:** 10.3390/ijms25031438

**Published:** 2024-01-24

**Authors:** Ailiyaer Palahati, Yujia Luo, Le Qin, Yuhao Duan, Mi Zhang, Hui Gan, Xuan Zhai

**Keywords:** intracerebral hemorrhage, inflammation, TonEBP, NF-κB, PELI1

## Abstract

Transcription factors within microglia contribute to the inflammatory response following intracerebral hemorrhage (ICH). Therefore, we employed bioinformatics screening to identify the potential transcription factor tonicity-responsive enhancer-binding protein (TonEBP) within microglia. Inflammatory stimuli can provoke an elevated expression of TonEBP in microglia. Nevertheless, the expression and function of microglial TonEBP in ICH-induced neuroinflammation remain ambiguous. In our recent research, we discovered that ICH instigated an increased TonEBP in microglia in both human and mouse peri-hematoma brain tissues. Furthermore, our results indicated that TonEBP knockdown mitigates lipopolysaccharide (LPS)-induced inflammation and the activation of NF-κB signaling in microglia. In order to more deeply comprehend the underlying molecular mechanisms of how TonEBP modulates the inflammatory response, we sequenced the transcriptomes of TonEBP-deficient cells and sought potential downstream target genes of TonEBP, such as Pellino-1 (PELI1). PELI has been previously reported to mediate nuclear factor-κB (NF-κB) signaling. Through the utilization of CUT & RUN, a dual-luciferase reporter, and qPCR, we confirmed that TonEBP is the transcription factor of *Peli1*, binding to the *Peli1* promoter. In summary, TonEBP may enhance the LPS-induced inflammation and activation of NF-κB signaling via PELI1.

## 1. Introduction

Intracerebral hemorrhage (ICH), a severe form of stroke, causes roughly 2.8 million deaths annually across the world [1]. Survivors of ICH frequently experience impaired mobility and cognitive disorders due to the lack of specific treatments [2]. Primary brain injury, characterized by intracranial hypertension and neurological impairment, arises from extensive hematoma and mechanical compression [3]. In the hours following the ICH, secondary brain injury develops, causing tissue injury over the following days or weeks [4]. Multiple pathophysiological processes initiate and propagate secondary injury, such as the leakage of damage-associated molecular patterns (DAMPs), erythrolysis, microglial activation, and peripheral macrophage and neutrophil infiltration [5,6]. Activated microglia in the peri-hematoma region, which surrounds the hematoma in the brain in hemorrhagic stroke, secrete numerous inflammation-related molecules, including cytokines and chemokines, exacerbating edema and the infiltration of peripheral neutrophils and macrophages, thereby exacerbating neurological deficits [7,8]. There have been numerous studies demonstrating that transcription factors in microglia regulate the expression of pro-inflammatory cytokines [8]. To identify the key transcription factors in microglia that regulate inflammatory responses, we utilized bioinformatics to screen for tonicity-responsive enhancer-binding protein (TonEBP), a transcription factor associated with microglia-induced inflammation.

TonEBP was previously reported as an important hypertonic stress modulator in the renal medulla [9]. However, the critical role of TonEBP in many physiological or pathological processes, in an osmostress-independent manner, has been reported [10,11]. High-fat-diet-induced diabetes in mice results in increased TonEBP expression in the brain [12]. Furthermore, inflammatory triggers such as interferon-γ and interleukin-4 have been documented to augment TonEBP in primary microglia [13]. Within macrophages, TonEBP stimulates the induction of pro-inflammatory cytokines like interleukin (IL)-6 and IL-1β, polarizes M1 macrophages, and inhibits M2 alternation [14]. Additionally, the absence of myeloid TonEBP diminishes macrophage activation, enhances arginase-1 and IL-10 (M2 phonotype markers), and suppresses inflammation responses [10]. Consequently, TonEBP may play a role in neuroinflammation following ICH.

The nuclear factor-κB (NF-κB) complex is involved in a variety of cellular processes, including immunity, inflammation, tissue growth, survival, and apoptosis [15]. Under stimulation with damage-associated molecular patterns (DAMPs), the NF-κB signaling pathway is activated, subsequently activating pro-inflammatory microglia [16]. The NF-κB signaling boosts pro-inflammatory cytokines’ secretion in microglia, such as tumor necrosis factor (TNF)-α, IL-1β, and IL-6, thereby facilitating neuroinflammation [16,17]. In our current research, we discovered that TonEBP modulates lipopolysaccharide (LPS)-evoked inflammation and NF-κB signaling. However, the mechanisms through which TonEBP regulates inflammatory responses warrant further investigation. In this work, our team conducted RNA-seq to identify a novel downstream target of TonEBP, PELI1.

Pellino-1 (PELI1) is a E3 ubiquitin ligase, which is part of the Pellino family [18]. According to recent studies, PELI1 mediates NF-κB and MAPK signaling and subsequently modulates the M1-type activation of macrophages [19,20]. In the central nervous system, PELI1 exhibits notable prominence because of its enhanced expression in microglial cells post LPS treatment [21,22]. Additionally, PELI1 is progressively becoming acknowledged as a regulator specific to microglia, contributing to the pathological progression of experimental autoimmune encephalomyelitis (EAE), viral encephalitis, West Nile virus (WNV) encephalitis, and subarachnoid hemorrhage (SHA) [22,23]. Nevertheless, PELI1’s function in ICH is still unresearched, as is its potential association with TonEBP.

Here, we discovered a key transcription factor in microglia and dissected the molecular mechanisms involved in the inflammatory response after ICH. In our study, we carried out a detailed analysis of TonEBP expression in human and mouse brain tissue post-ICH. We further explored the role and mechanism of TonEBP in neuroinflammation. Based on our study, TonEBP enhances LPS-evoked inflammation and NF-κB pathway activation in microglia. Moreover, our findings suggest that TonEBP potentially operates as the transcription factor of PELI1, thereby enhancing the transcriptional activity of the *Peli1* promoter. In conclusion, our study uncovers a previously unidentified downstream target gene of TonEBP, which also represents a promising therapeutic candidate for the improvement of ICH outcomes.

## 2. Results

### 2.1. LPS Evokes Upregulated Transcription Factors in Microglia

To elucidate the key genes implicated in neuroinflammation, we analyzed the RNA-seq data derived from GEO (GSE102482). The bioinformatic analysis led to the identification of 683 upregulated and 816 downregulated differentially expressed genes (DEGs) (Figure 1A). For the purpose of understanding the functional pathways linked to these DEGs, we executed a gene ontology (GO) functional analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. The GO functional analysis unveiled significantly enriched biological processes, including the immune system response, positive regulation of inflammation response, cytokine production augmentation, microglial cell activation, positive regulation of NIK/NF-κB signaling, and the pattern recognition receptor signaling pathway (Figure 1B). Furthermore, the KEGG pathway enrichment analysis revealed a robust correlation between these DEGs and inflammation-associated pathways, including the NOD-like receptor signaling pathway, TNF signaling pathway, NF-kappa B signaling pathway, IL-17 signaling pathway, MAPK signaling pathway, and Toll-like receptor signaling pathway (Figure 1C).

In an effort to pinpoint the crucial transcription factors governing the inflammatory response in activated microglia, we intersected these differentially expressed genes (DEGs) with a dataset comprising mouse transcription factors from Animal TFDB4 (hust.edu.cn). This intersection led to the identification of 101 differentially expressed transcription factors (Figure 1D). Out of these, 15 were implicated in inflammation-related biological functions and pathways (Figure 1E). Among the 15 transcription factors, the upregulated transcription factors included signal transducer and activator of transcription 1 (STAT1), nuclear factor kappa B subunit 2 (NFKB2), DNA damage-inducible transcript 3 (DDIT3), tonicity-responsive enhancer-binding protein (TonEBP), signal transducer and activator of transcription 2 (STAT2), CAMP-responsive element-binding protein 5 (CREB5), basic leucine zipper ATF-like transcription factor (BATF), and interferon regulatory factor 7 (IRF7). Conversely, the downregulated transcription factors comprised interferon regulatory factor 8 (IRF8), ETS proto-oncogene 1, ETS proto-oncogene 1, transcription factor (ETS1), nuclear receptor subfamily 3 group C member 2 (NR3C2), nuclear factor of activated T cells 1 (NFATC1), high-mobility group box 2 (HMGB2), and interferon regulatory factor 5 (IRF5) (Figure 1E).

### 2.2. ICH and LPS Cause the Upregulation of Microglial TonEBP

Considering that the ICH triggered neuroinflammation, particularly in near-hematoma regions, we conducted immunohistochemistry on control tissue and post-ICH tissue in the human brain. Among the various transcription factors examined, our findings revealed an enhanced TonEBP in the peri-hematoma region of the human brain post-ICH (Figure 2A,B). Furthermore, we established ICH models in mice and collected their brain tissue 3 days after the establishment of the models. Microglia, labeled in green with Iba-1, and TonEBP, labeled in red, were examined using immunofluorescence. It was found that TonEBP was co-localized with Iba-1, and that the TonEBP fluorescence intensity in Iba-1-positive cells was increased after ICH (Figure 2C,D). In order to simulate the inflammation in microglia, we stimulated the BV2 with 1 μg/mL concentrations of LPS. Furthermore, BV2 were treated with LPS for different durations (4, 8, 12, 16, and 24 h). It was found that LPS needed to be sustained for at least 12 h to cause a sustained and stable elevation in TonEBP (Figure 2E). Additionally, our Western blot results demonstrated that the protein levels of TonEBP in BV2 were elevated under the 1 μg/mL LPS treatment for 12 h (Figure 2F,G).

### 2.3. TonEBP Exacerbates Neuroinflammation and Microglial Activation

To demonstrate the influence of TonEBP on neuroinflammation and microglia activation upon LPS stimulation, we generated TonEBP-knockdown cells using sh-RNA and evaluated the efficiency of TonEBP knockdown with RT-PCR assays (Figure 3A). Our RT-PCR results demonstrated a successful knockdown of TonEBP expression in BV2 cells. Additionally, RT-qPCR assays were conducted to measure the mRNA levels of the pro-inflammatory cytokines TNF-α, IL-6, and IL-1β. The findings indicated that TonEBP deficiency in BV2 cells remarkably attenuated the mRNA of TNF-α, IL-6, and IL-1β after LPS treatment (Figure 3D–F). Moreover, a medium from BV2 was also obtained to evaluate the protein levels of TNF-α, IL-6, and IL-1β using ELISA assays. LPS treatment increased the protein levels of TNF-α, IL-6, and IL-1β in the medium from BV2, while TonEBP deficiency reduced the protein levels of these cytokines elicited by LPS stimulation (Figure 3G–I). Furthermore, the pro-inflammatory microglia markers iNOS (nitric oxide synthase 2) and CD86 (CD86 molecule) were elevated upon LPS stimulation, while TonEBP deficiency ameliorated the elevation of iNOS and CD86 caused by LPS stimulation (Figure 3B,C). These results indicate that TonEBP deficiency reduces the mRNA and protein levels of pro-inflammatory cytokines and ameliorates microglia activation in response to LPS stimulation.

### 2.4. TonEBP Contributes to the Activation of the NF-κB Signaling Pathway

Researchers have reported that the NF-κB pathway is essential for pro-inflammatory cytokine secretion. NF-κB signaling is triggered by DAMPs (damage-associated molecular patterns), promoting the shifting of the RELA/p65-NFKB1/p50 heterodimeric complex from the cytoplasm to the nucleus. After translocation to the nucleus, this complex binds to chromatin and subsequently activates the production of various pro-inflammatory cytokines, including TNF-α, IL-6, and IL-1β. To more deeply investigate the function of TonEBP in the modulation of NF-κB signaling, we assessed the phosphorylation of the RELA/p65 subunits of NF-κB. Western blot results demonstrated upregulation in the phosphorylation of RELA/p65, whereas the knockdown of TonEBP by sh-RNA decreased the phosphorylation of RELA/p65 under LPS stimulation in BV2 (Figure 4A,B). Additionally, LPS treatment decreased cytoplasmic NF-κB, while TonEBP deficiency mitigated this decrease (Figure 4C,D). These results demonstrate that TonEBP facilitates the activation of NF-κB signaling.

### 2.5. RNA-seq for Potential Targets of TonEBP 

Next, for the purpose of exploring downstream of TonEBP, we conducted RNA-seq analysis on control and TonEBP-deficient BV2. 

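BV2 is an immortalized line of mouse microglia. The RNA-seq compared 3 libraries of BV2 cells carrying a scrambled shRNA (sh-NC) with 3 libraries of cells carrying an shRNA against TonEBP, which is encoded by the gene Nfat5 (sh-TonEBP). The cells were transfected with lentivirus for 14 h, and selection with 2 μg/mL puromycin began at 72 h. The deposited table holds raw read counts for 21899 genes. The sh-NC libraries summed to 15555269, 15431247 and 15288505 counts, and the sh-TonEBP libraries to 16140042, 16116468 and 13621188 counts. Levels are given in CPM, the TMM-normalized counts scaled to a common library size. A count of 0 in a library allows a level of up to 0.186 to 0.220 CPM, for counting error only. The submitters' processing notes name cutadapt 1.15, HISAT2 2.0.5, HTSeq 0.9.1, DESeq 1.30.0 and the mouse build GRCm39, and the paper's methods pass raw counts to DESeq2.

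Over whole lists of markers, the median level in sh-NC was 125 CPM for 24 genes of activated microglia, 0.065 CPM for 22 genes of homeostatic microglia and 3.15 CPM for 13 markers of fibroblasts, scaled by the library totals alone. The first of these lists holds lysosomal genes such as Ctsd, with 16 genes over 10 CPM in sh-NC and 6 under 1 CPM in every library. Several genes that mark leukocytes were low. Spi1, a transcription factor of the myeloid lineage, had 0 to 2 counts per library, and Ptprc, which encodes the leukocyte antigen CD45, had 0 to 3. Itgam, which encodes CD11b, and Aif1, which encodes the microglial marker Iba-1, had 0 or 1. Csf1r, a receptor that microglia need to survive, had 2 to 17. Of 20 genes expressed across leukocytes, 9 stood under 1 CPM in every library, while Itgb2, an integrin subunit, and Cyth4 stood at 42.5 and 24.4 CPM in sh-NC, on the same scale. Several genes of connective tissue cells were abundant. In sh-NC, Col3a1, a fibrillar collagen, stood at 342 ± 6.36 CPM (SD, n = 3) and Pdgfra, a growth factor receptor of mesenchymal cells, at 104 ± 10.3 CPM (SD, n = 3). Col1a1, another fibrillar collagen, had 7 to 15 counts in sh-NC, and Thy1, a surface protein of fibroblasts, had 0 in every library. Of 12 epithelial markers, scaled by library totals, 2 stood over 100 CPM in sh-NC and 10 under 1 CPM in every library. Krt8, a keratin, stood at 565 ± 58.1 CPM in sh-NC (SD, n = 3). The single genes in this paragraph were chosen after their values were seen.

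For the comparison, 11943 genes passed the filter on low counts. The counts were normalized by TMM and tested with the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment. Groups of genes were tested with camera. The sources do not say whether the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.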

The volcano plot of the RNA-seq analysis revealed 779 upregulated genes and 1026 downregulated genes in the sh-TonEBP BV2 cells compared to the sh-NC cells (Figure 5A). 

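Nfat5, the gene targeted by the shRNA, was lower in every sh-TonEBP library. It had 9641, 11640 and 9652 counts in the sh-NC libraries and 3894, 4631 and 5257 in the sh-TonEBP libraries, a log2 fold change of -1.14 (standard error 0.16, adjusted p = 0.00016 from edgeR). At the study's cutoffs, a fold change above 2 with an unadjusted p under 0.05, 762 genes were higher and 1019 were lower in sh-TonEBP cells by edgeR. At an adjusted p under 0.05 with no cutoff on the fold change, 3140 genes were higher and 3130 were lower. These make up 52.5% of the genes tested.

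Among the largest rises were interferon-induced genes and genes of the matrix. Isg15, a ubiquitin-like antiviral protein, went from 1.52 ± 0.79 to 14.8 ± 2.67 CPM (SD, n = 3 in each group). Oasl2 rose by a log2 fold change of 3.19, Irf7, a transcription factor of the interferon response, by 2.78, and Cxcr4, a chemokine receptor, by 3.90. Lum, a proteoglycan of the collagen matrix, went from 3.48 ± 1.48 to 42.6 ± 11.4, and Tgfbi, a matrix protein, from 10.6 ± 1.10 to 70.5 ± 7.44. Apol9a, Apol9b and Dhrs3, a retinaldehyde reductase, also rose. Apol9a and Apol9b are near-identical neighbors whose reads can be shared between them.

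Among the largest falls, Soat2, a cholesterol acyltransferase, went from 32.6 ± 6.44 to 0.69 ± 0.35 CPM (SD, n = 3 in each group). Grem1, a secreted BMP antagonist, went from 64.2 ± 3.64 to 5.50 ± 1.19, and Slc7a11, the cystine transporter, fell by 3.44 on the log2 scale. Prkcb, a protein kinase C, went from 20.1 ± 1.32 to 2.60 ± 0.22. Mmp10, a matrix metalloproteinase, also fell, as did Fam71f1, Fam71f2, Klra2, Psg17 and Slc1a7. For each of these genes every library of one group lay above every library of the other, which was a condition of their choice. Over all genes tested, the groups did not overlap for 7486 genes, where chance gives 10% of them.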

Subsequently, we performed GO function analysis and KEGG pathway enrichment analysis on the differentially expressed genes (DEGs). The bar plot displayed the significantly enriched GO terms in the upregulated and downregulated DEGs. The increased genes were notably clustered in biological processes such as the response to virus, immune system processes, extracellular matrix organization, the defense response to virus, and apoptotic processes. Nevertheless, the downregulated genes were prominently enriched in processes such as the positive regulation of peptidyl-tyrosine phosphorylation, intracellular signal transduction, the inflammatory response, positive regulation of MAPK cascade, and the positive regulation of cytokine production involved in the immune response (Figure 5B). 

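Of 42 tested genes that interferon induces or that act against viruses, 27 were higher in sh-TonEBP cells, 2 were lower and 13 did not pass the test at an adjusted p under 0.05 from edgeR, and the counts were the same when adjusted over the list alone. Oas2, which senses viral double-stranded RNA, had 0.28 ± 0.20 CPM in sh-NC and 5.04 ± 0.89 in sh-TonEBP (SD, n = 3 in each group). Usp18, which removes ISG15 from proteins, rose by a log2 fold change of 2.00. Stat2, a transducer of the interferon signal, rose by 0.58. The median over the group was 0.96 (camera adjusted p = 6.0e-08, and adjusted p = 0.27 with an estimated correlation).

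Of 66 genes of the extracellular matrix and the enzymes that process it, 32 were higher, 14 were lower and 20 did not pass, with 33 higher and 15 lower when adjusted over the list alone. Col3a1 reached 1372 CPM in sh-TonEBP. Thbs1, a matrix glycoprotein, went from 22.0 ± 7.64 to 103 ± 6.47 CPM (SD, n = 3 in each group). Sparc, a collagen-binding protein, rose by 1.31 and Emilin1, a protein of elastic fibers, by 1.51. The median was 0.30 (camera adjusted p = 0.0037, and adjusted p = 0.65 with an estimated correlation). Of 9 tested markers of fibroblasts, some of which are matrix genes, 7 were higher and none was lower, with the same counts when adjusted over the list alone and a median of 1.67 (camera adjusted p = 1.5e-05, and adjusted p = 0.092 with an estimated correlation).

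Genes of the apoptosis machinery moved both ways. Of 42 tested, 14 were higher, 8 were lower and 20 did not pass, with the same counts when adjusted over the list alone. Bmf, Bad and Bak1, members of the BCL-2 family that promote apoptosis, rose by 1.82, 1.76 and 1.40. The group as a whole did not pass the test (camera adjusted p = 0.31). The fry test asks whether the genes of a group move one way on balance, without comparing them with other genes. By fry the group was higher (adjusted p = 0.031), and over all alternatives its adjusted p ran from 0.031 to 0.65. Of the 35 lists tested, 13 passed camera, among them the list of Figure 5D, which the study chose on these samples. By fry 13 others gained the call and 2 lost it, in data where 52.5% of the genes tested were called. With the 6 libraries split into 3 and 3 in other ways, up to 12 lists passed camera.

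**Figure D1:**
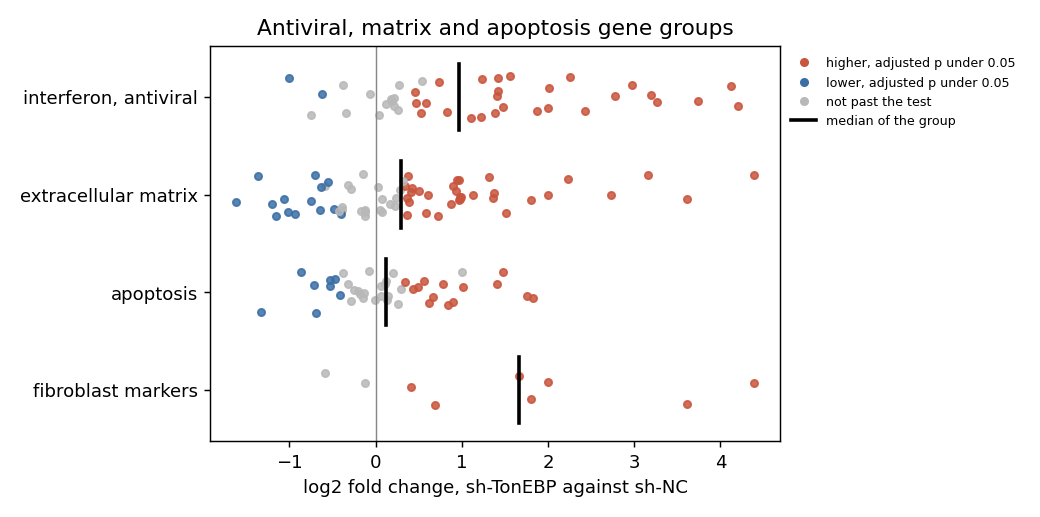
Log2 fold change of each tested gene (x axis, sh-TonEBP against sh-NC, 3 libraries each) in 4 gene groups, 1 point per gene, with the median of each group as a black line. Red points are higher and blue points lower at an adjusted p under 0.05 from edgeR, and gray points did not pass. The medians lie at 0.96 for interferon and antiviral genes, 0.30 for the extracellular matrix, 0.11 for apoptosis and 1.67 for fibroblast markers.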

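Mediators of inflammation changed in both directions. Of 51 tested genes that encode inflammatory mediators, sensors and acute-phase proteins, 17 were lower, 12 were higher and 22 did not pass the test in sh-TonEBP cells at an adjusted p under 0.05 from edgeR, with 17 lower and 13 higher when adjusted over the list alone. Ggt5, a glutamyl transferase that converts leukotriene C4, rose from 0.11 ± 0.036 to 2.94 ± 0.59 CPM (SD, n = 3 in each group). The median of the group was 0.07 and its mean -0.03, and it did not pass the test (camera adjusted p = 0.61). By fry it was lower (adjusted p = 0.030), and over all alternatives its adjusted p ran from 0.030 to 0.71. Without the genes of Figure 5D, which the study chose on these samples, camera put it on the higher side (adjusted p = 0.55), and with trends on transcript length and GC content removed its median was 0.0078. Of the 6 genes measured in the paper's Figure 3, 2 were tested, Nfat5 and Nos2, and both were lower. The others, Tnf, Il6, Il1b and Cd86, were under the filter, with 0 to 5, 1 to 3, 0 and 0 to 1 counts per library, so a difference in them was not detectable at this depth.

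Of 28 tested cytokines and chemokines, 8 were higher and 8 were lower, with the same counts when adjusted over the list alone. Lif, a cytokine of the IL-6 family, went from 56.1 ± 11.1 to 16.4 ± 3.45 CPM and Clcf1, of the same family, from 18.5 ± 1.03 to 5.57 ± 0.83. The chemokines Cxcl5 and Ppbp rose by log2 fold changes of 2.13 and 1.97. Of 74 tested growth factors and tyrosine kinases, 26 were lower, 17 were higher and 31 did not pass, with 27 lower and 17 higher when adjusted over the list alone. Vegfa, the vascular endothelial growth factor, fell by 2.02 on the log2 scale, and Flt1, a receptor for it, went from 7.06 ± 0.14 to 2.11 ± 0.34 CPM. Btc, a ligand of the EGF receptor, fell by 2.88, and Egfr itself rose from 1.10 ± 0.42 to 8.88 ± 0.95 CPM. Neither group passed the test (camera adjusted p = 0.62 for cytokines and chemokines and 0.50 for growth factors and tyrosine kinases). At the study's cutoffs, Fisher's exact test of over-representation gave an adjusted p of 0.022 for growth factors and tyrosine kinases among the lower genes and of 0.0076 for cytokines and chemokines among the higher genes, and fry one of 0.015 for growth factors and tyrosine kinases (lower). Over all alternatives the adjusted p of these groups ran from 0.0055 to 0.65 and from 0.0059 to 0.96, and with the same trends removed the median of growth factors and tyrosine kinases went from -0.14 to -0.0098.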

The subsequent bar plot illustrated the prominently enriched KEGG pathways. 

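Of 76 tested subunits of the mitochondrial respiratory chain and the ATP synthase that are encoded in the nucleus, 59 were higher in sh-TonEBP cells, none was lower and 17 did not pass at an adjusted p under 0.05 from edgeR, with the same counts when adjusted over the list alone. These subunits are shared by the KEGG maps of several diseases. Cox6a1, a subunit of complex IV, went from 122 ± 10.3 to 253 ± 34.7 CPM (SD, n = 3 in each group). Ndufb8, a subunit of complex I, rose by a log2 fold change of 1.67, and Atp5g1, of the ATP synthase, by 1.57. The median was 0.75 (camera adjusted p = 6.4e-10, and adjusted p = 0.63 with an estimated correlation). These genes have short transcripts, with a median of 1135 bases against 3432 over all genes tested, and log2 fold change fell with transcript length across genes (Spearman correlation across genes -0.31, and genes are not independent replicates). With a trend on length removed, the median of the subunits was 0.47. Of 12 tested subunits encoded by mitochondrial DNA, 3 were lower and 1 was higher, with 3 lower and 0 higher when adjusted over the list alone, and the group did not pass (camera adjusted p = 0.61).

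Of 25 tested genes that process and present antigen on MHC class I, 19 were higher, 1 was lower and 5 did not pass, with the same counts when adjusted over the list alone. Calr, a chaperone of the endoplasmic reticulum, went from 519.6 ± 31.7 to 1282 ± 113 CPM. Psmb9, a subunit of the immunoproteasome, rose by a log2 fold change of 1.64, and Psme1, a subunit of a proteasome activator, by 1.30. H2-T22, a class I molecule with close paralogs that can share its reads, rose by 1.33. The median was 0.86 (camera adjusted p = 6.1e-07, and adjusted p = 0.092 with an estimated correlation). Of 10 genes of MHC class II, 5 were higher and 2 were lower (the same when adjusted over the list alone; camera adjusted p = 0.26). By fry they were higher (adjusted p = 0.016, and 0.016 to 0.65 over all alternatives), and with trends on length and GC content removed their median went from 0.34 to 0.14.

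Of 51 tested genes of the phagosome, 20 were higher, 6 were lower and 25 did not pass, with the same counts when adjusted over the list alone. Cyba, a subunit of the NADPH oxidase, rose by 1.62 and Atp6v0d1, of the proton pump, by 1.10, and Mrc1, the mannose receptor, fell by 3.05. The camera adjusted p was 0.0049 (adjusted p = 0.27 with an estimated correlation). Of 55 tested genes of cGMP-PKG signaling, 18 were higher and 14 were lower, with 18 and 15 when adjusted over the list alone, and the group did not pass (camera adjusted p = 0.40) but was higher by fry (adjusted p = 0.011, and 0.011 to 0.63 over all alternatives). Its median went from 0.13 to 0.27 with those trends removed. Npr1, a natriuretic peptide receptor that makes cGMP, went from 18.2 ± 1.11 to 44.7 ± 2.78 CPM.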

The upregulated DEGs were involved in pathways such as amyotrophic lateral sclerosis, diabetic cardiomyopathy, retrograde endocannabinoid signaling, phagosome, antigen processing and presentation, and the cGMP-PKG signaling pathway. Conversely, the downregulated DEGs were mainly associated with pathways such as the MAPK signaling pathway, Ras signaling pathway, cytokine–cytokine receptor interaction, TNF signaling pathway, and IL-17 signaling pathway (Figure 5C). These results indicate significant changes in the inflammation-related biological functions and pathways in the downregulated DEGs.

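In MAPK, Ras, NF-κB, TNF and IL-17 signaling more members fell than rose, but no pathway passed camera as a group. Of 94 tested genes of the MAPK cascade, 31 were lower, 23 were higher and 40 did not pass in sh-TonEBP cells at an adjusted p under 0.05 from edgeR, with 32 lower and 25 higher when adjusted over the list alone. Map2k6, a kinase that activates p38, went from 27.6 ± 2.92 to 6.24 ± 0.35 CPM (SD, n = 3 in each group). Mapk8ip3, a scaffold of JNK signaling, fell by 1.84 on the log2 scale, and Mknk2, a kinase downstream of ERK and p38, rose by 1.16. Of 84 genes of Ras signaling, 26 were lower and 24 were higher, with 27 and 24 when adjusted over the list alone. Ksr2, a scaffold of the Raf kinases, went from 65.9 ± 5.03 to 16.5 ± 1.07 and Rasal2, a Ras GTPase-activating protein, from 72.6 ± 4.99 to 33.7 ± 3.65.

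Of 72 genes of NF-κB and TNF signaling, 28 were lower and 20 were higher, with 28 and 21 when adjusted over the list alone. Of 52 genes of IL-17 signaling, 19 were lower and 13 were higher, with 19 and 15 when adjusted over the list alone. Ccl20, a chemokine that IL-17 induces, went from 5.23 ± 0.43 to 0.67 ± 0.28 CPM. Of 50 cytokine and chemokine receptors, 15 were higher and 13 were lower, with the same counts when adjusted over the list alone. Tnfrsf1b, a receptor for TNF, rose by a log2 fold change of 1.15, and Tnfrsf9 and Il18rap, a subunit of the IL-18 receptor, fell by 1.24 and 1.16. The camera adjusted p was 0.37 for MAPK, 0.61 for Ras, 0.60 for NF-κB and TNF, 0.56 for IL-17 and 0.62 for the receptors. At the study's cutoffs 10 genes were lower and 4 higher for MAPK, 7 and 4 for Ras, 7 and 6 for NF-κB and TNF, 7 and 4 for IL-17 and 8 and 5 for the receptors. By fry the MAPK and IL-17 groups were lower (adjusted p = 0.022 and 0.011) and the receptors higher (adjusted p = 0.011), and over all alternatives the adjusted p reached 0.65, 0.87 and 0.97, where the receptors turned to the lower side with no filter on low counts (camera adjusted p = 0.97), as NF-κB and TNF signaling turned to the higher side without the genes of Figure 5D (0.97). With trends on transcript length and GC content removed, the median of the MAPK group went from -0.14 to -0.014, that of the IL-17 group from -0.14 to 0.0019, that of NF-κB and TNF signaling from -0.14 to -0.05 and that of Ras signaling from -0.03 to 0.12.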

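Across the 8 groups of signaling and inflammation genes, members lay on both sides of 0. The medians ran from -0.14 for NF-κB and TNF signaling to 0.17 for cytokine receptors on the log2 scale. Falls of single mediators were larger than the spread between libraries. Ptgs2, the inducible cyclooxygenase, went from 85.7 ± 20.9 to 15.9 ± 1.86 CPM, and Nos2, the inducible nitric oxide synthase, from 33.7 ± 4.42 to 5.74 ± 1.99 (SD, n = 3 in each group). Their log2 fold changes were -2.43 (standard error 0.18, adjusted p = 2.2e-06 from edgeR) and -2.54 (standard error 0.22, adjusted p = 8.8e-06 from edgeR). From the terms and pathways enriched among the downregulated genes (Figure 5B,C), the paper states that functions and pathways related to inflammation changed among those genes.

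**Figure D2:**
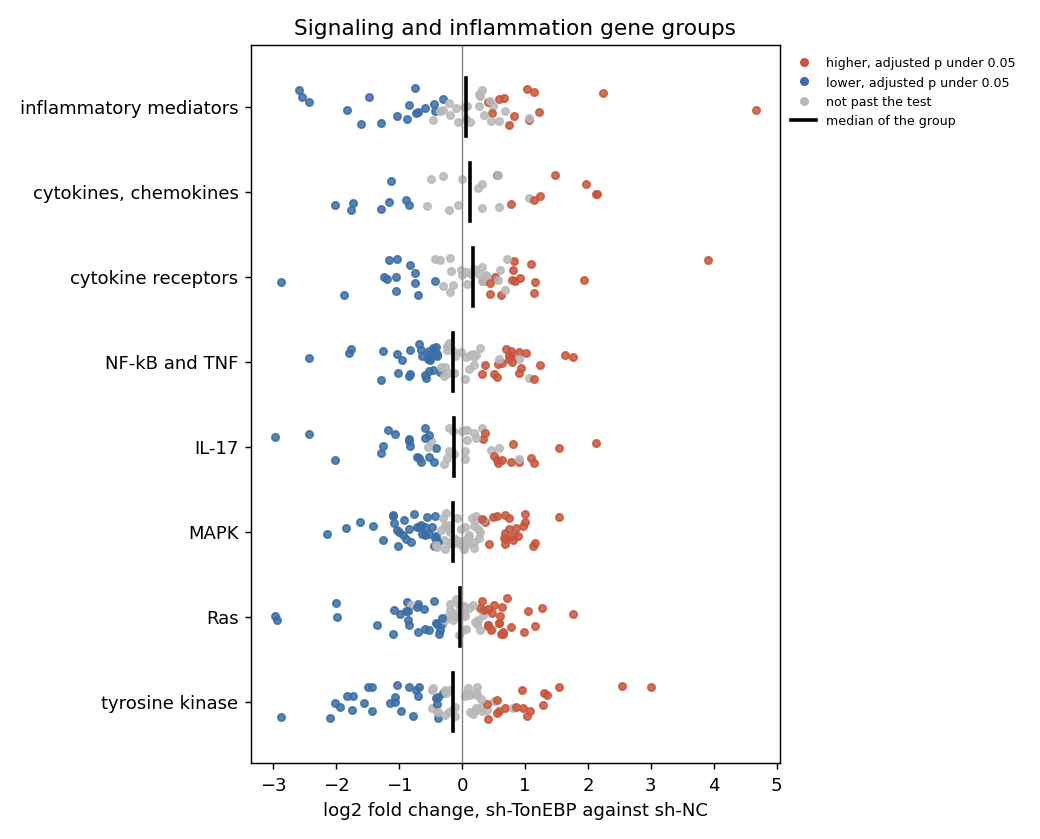
Log2 fold change of each tested gene (x axis, sh-TonEBP against sh-NC, 3 libraries each) in 8 gene groups, 1 point per gene, with the median of each group as a black line. Red points are higher and blue points lower at an adjusted p under 0.05 from edgeR, and gray points did not pass. Red and blue points stand in every group, and the medians lie between -0.14 and 0.17.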

To further investigate the potential target of TonEBP, we conducted an analysis by comparing the downregulated genes in TonEBP-deficient BV2 cells with the upregulated genes in LPS-stimulated BV2 cells. This analysis revealed 58 genes that were found to be common to both conditions (Figure 5E). Subsequently, we performed a functional analysis of these 58 genes using GO analysis to identify the genes associated with inflammatory immunity. As a result, we identified 15 genes that are involved in various inflammatory processes, including the inflammatory response (PTGS, NOS2, NFKBIZ, CXCL2, NLRP3, and HCK), the cellular response to cytokine stimulus (TonEBP), intracellular signal transduction (DGKH, PKN3, RAPGEF5, and ARHGEF3), the response to lipopolysaccharide (PELI1), the regulation of cell proliferation (SLC7A11 and PRDM1), and the response to cytokine (SKIL) (Figure 5D). 

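All 15 genes, which include the targeted Nfat5, were lower in sh-TonEBP at an adjusted p under 0.05 from edgeR. The count was also 15 when adjusted over the list alone, and since the study chose the list on these samples, it is not independent evidence of the direction. In each of the 15, every sh-TonEBP library lay below every sh-NC library. Peli1, which encodes an E3 ubiquitin ligase, went from 43.7 ± 3.37 to 21.5 ± 2.58 CPM (SD, n = 3 in each group), a log2 fold change of -1.03 (standard error 0.14, adjusted p = 9.5e-05 from edgeR). Nfkbiz, a nuclear regulator of NF-κB activity, went from 65.7 ± 0.52 to 32.1 ± 2.37. Cxcl2, a chemokine that attracts neutrophils, went from 23.0 ± 3.74 to 9.40 ± 2.75. Among the genes of intracellular signaling, Dgkh, a diacylglycerol kinase, fell by 1.45 on the log2 scale, Pkn3 by 1.20 and Arhgef3, a guanine nucleotide exchange factor, by 2.74. Skil, a repressor of TGF-β signaling, fell by 1.15. Nlrp3, the inflammasome sensor, Rapgef5 and Prdm1 stood under 5 CPM in sh-NC, with Nlrp3 at 2.03 ± 0.29 and Prdm1 at 1.02 ± 0.25. With genes of a mean under 1 CPM left out, 13 of the 15 were tested and all 13 were lower.

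**Figure D3:**
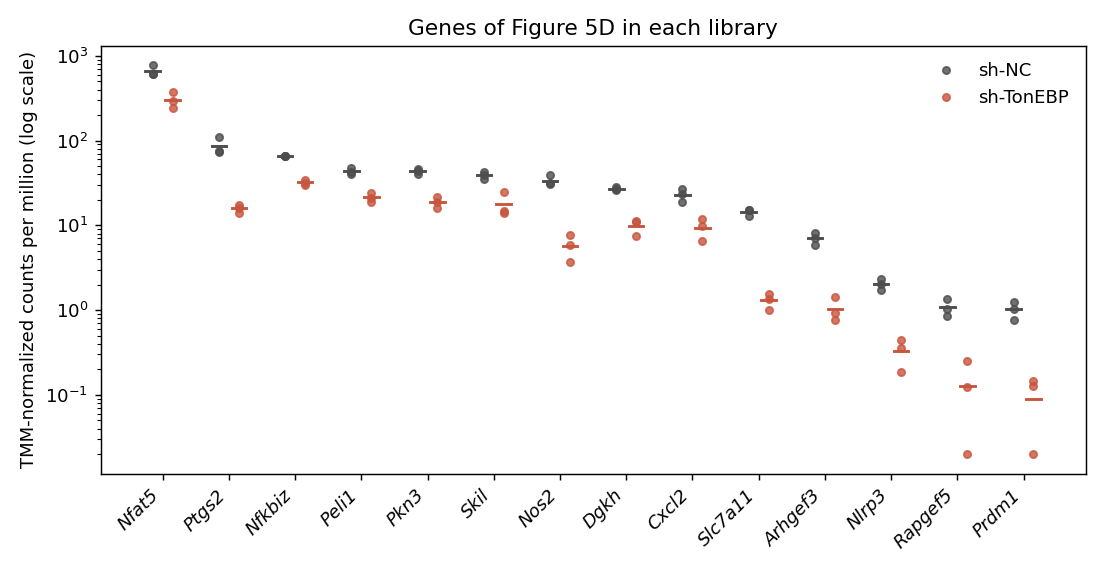
TMM-normalized CPM (y axis, log scale) of 14 of the 15 genes in each library, 1 point per library, with the mean of the 3 libraries of a group as a line. Libraries with 0 counts are drawn at 0.02. The sh-TonEBP points of Peli1 lie around a mean of 21.5, all below the sh-NC points around 43.7.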

Notably, our immunohistochemical staining results demonstrated an enhanced expression of PELI1 in human brain tissue with ICH (Figure 5F,G).

### 2.6. TonEBP Regulates PELI1 Expression at the Transcriptional Level

Next, we began to explore the possibility that PELI1 is downstream of TonEBP. Firstly, we performed a Western blot analysis to examine PELI1 in TonEBP-deficient BV2 under LPS stimulation. The results revealed that TonEBP and PELI1 were enhanced after LPS stimulation in sh-NC BV2 cells, while TonEBP and PELI1 expression decreased in TonEBP-deficient cells under LPS stimulation. (Figure 6A–C). To assess whether TonEBP regulates the mRNA level of PELI1 under LPS stimulation, we conducted RT-PCR to measure the mRNA levels of PELI1. The RT-PCR showed that TonEBP deficiency reduced the mRNA of PELI under LPS stimulation (Figure 6D). Next, we asked whether TonEBP regulates the transcription of *Peli1*. To address this question, we predicted the potential binding site of TonEBP to the *Peli1* promoter region using the JASPAR website. The analysis showed the presence of a potential binding site upstream of the *Peli1* transcription start site (Figure 6E,G). Subsequently, we performed a CUT & RUN experiment to verify the interaction between TonEBP and the *Peli1* promoter region. The results of the CUT & RUN experiment indicated a strong interaction between TonEBP and the *Peli1* promoter region 1123 to 1112, upstream of the transcription start site of the *Peli1* gene. (Figure 6F). Furthermore, to substantiate whether NAFT5 would promote the transcription activity of *Peli1*, we conducted a dual-luciferase reporter experiment. The dual-luciferase reporter assay results indicated that TonEBP strongly promoted the transcription activity of the *Peli1* gene. (Figure 6H). These findings suggest that TonEBP interacts with the *Peli1* promoter region and promotes *Peli1* transcriptional activity, leading to elevated PELI1 expression, which ultimately regulates inflammation in BV2 cells.

## 3. Discussion

Numerous studies have provided compelling evidence that transcription factors (TFs) are instrumental in modulating microglial functions across a variety of biological processes, including microglial activation [8,24], such as the NFE2-like BZIP transcription factor 2 (Nrf2), activating transcription factor 4 (ATF4), and signal transducer and activator of transcription family (STATs) [25,26,27]. Here, we report a potential transcription factor, TonEBP, which may regulate microglial activation. Some studies have reported abnormal TonEBP expression in the lesion regions of various diseases. Laban et al. published a study stating that hypoxia increased TonEBP levels in the lung and cultured smooth muscle cells within 24 h [28]. In addition, Shin et al. reported enhanced TonEBP expression in the brains of a kainic-acid-induced mouse seizure model [29]. Our current work suggests increased TonEBP expression within the peri-hematoma region of the human brain following ICH. Furthermore, our immunofluorescence experiments also demonstrated the specific co-localization of TonEBP with the microglial marker Iba-1 and elevated TonEBP fluorescence intensity in Iba-1-positive microglial cells in post-ICH mice compared to the sham group. These findings indicated elevated TonEBP in the human hemorrhagic brain and in the microglia of post-ICH mouse brains. 

In further in vitro experiments, we observed that microglial TonEBP is triggered by LPS cellular stimulation. Moreover, a deficiency in microglial TonEBP mitigated the induction of pro-inflammatory cytokines like TNF-α, IL-6, and IL-1β. This deficiency also inhibited the expression of the activated microglial markers iNOS and CD86. Our findings align with previous research on macrophages, in that elevated TonEBP propels the differentiation of macrophages into the M1 phenotype when responding to inflammatory signals, including LPS or hyperglycemia [30,31]. Taken together, our results suggest that TonEBP may function as a key transcription factor in microglia activation and the microglia-mediated inflammation response. Nevertheless, due to the limitations of in vivo experiments, it is difficult to evaluate whether TonEBP participates in neurological deficits in an in vivo ICH mouse model. Therefore, additional research and experimental studies are imperative to clarify the function of TonEBP in ICH.

The substantial reduction in pro-inflammatory cytokines and the microglia activation in LPS-stimulated TonEBP-deficient BV2 led us to hypothesize that the inflammation regulatory role of TonEBP might be linked to NF-κB signaling pathways. It is widely recognized that nuclear factor kappa B (NF-κB) controls the majority of activated microglia cell signature genes in central nervous system diseases [32]. However, the correlation between TonEBP and NF-κB has been a subject of debate. Some studies have reported that TonEBP regulates the phosphorylation of NF-κB and subsequent NF-κB signaling pathway activation [33,34,35]. However, other findings have revealed a connection between TonEBP and the NF-κB complex via a different mechanism, suggesting that TonEBP enhances the transcriptional activity of NF-κB in response to LPS by acting as a cofactor for NF-κB [11,30,36]. Our results align with former studies stating that TonEBP deficiency significantly diminishes the phosphorylation of p65, a crucial NF-κB complex, in LPS-stimulated BV2 cells. Moreover, our results also indicate that TonEBP deficiency in LPS-stimulated BV2 cells increases the levels of the cytoplasmic p65 protein, suggesting that TonEBP regulates NF-κB phosphorylation and its subsequent translocation.

The RNA-seq analysis we conducted provided us with a more profound understanding through which to explore the regulation of NF-κB activation in microglia cells by TonEBP. The gene ontology (GO) biological enrichment process identified 15 potential inflammation-related genes targeted by TonEBP. Among these genes, NLRP3 (NLR family pyrin domain-containing 3), CXCL2 (C-X-C motif chemokine ligand 2), and NOS2 (nitric oxide synthase, inducible) have been reported to recruit TonEBP to their promoter regions, thereby enhancing transcriptional activity [37,38,39]. These findings led us to hypothesize that the new downstream gene of TonEBP could be among these 15 potential target genes. Intriguingly, the detection of upregulated PELI1 expression in the peri-hematoma region of ICH human brain provided us with a direction for further investigation into the relationship between TonEBP and PELI1. Emerging evidence suggests that PELI1 plays a crucial role in the inflammation regulation in immune cells, including T cells, macrophages, and microglia, across multiple diseases [40,41]. In the central nervous system, due to the cell specificity of PLEI1 to microglia, the critical inflammation regulatory role of PELI1 is primarily focused on microglia [21,22,42]. Mechanistically, PELI1 regulates the K63-ubiquitination of IRAK1 (interleukin-1 receptor-associated kinase 1) and Traf3/Traf6 (TNF receptor-associated factor 3,6), facilitating subsequent NF-κB activation [21,22,43,44]. As anticipated, our research revealed that PELI1 was upregulated in LPS-stimulated BV2 cells. Moreover, TonEBP knockdown significantly reduced PELI1 expression at both the protein and mRNA levels. Furthermore, the interaction between TonEBP and the *Peli1* promoter and the enhanced *Peli1* transcriptional activity by TonEBP suggest that PELI1 is a direct target of TonEBP. In summary, our findings suggest that TonEBP may regulate NF-κB activation by transcriptionally modulating PELI1. 

## 4. Materials and Methods

### 4.1. Human Tissues

This study was approved by the Ethics Committee of the Children’s Hospital of Chongqing Medical University (File No. 2021295) and was conducted in compliance with ethical standards and the Declaration of Helsinki. Brain tissues were obtained from patients with spontaneous intracerebral hemorrhage (n = 3 per group). Control tissues were provided by the Department of Forensic Medicine, Chongqing Medical University (n = 3, per group). The details are shown in Supplementary Table S1. 

### 4.2. Animals

The Institutional Animal Ethics Committee of Chongqing Medical University sanctioned all animal care and procedures. Male C57BL/6 mice, aged between 8 and 10 weeks (n = 3 per group), were procured from the Laboratory Animal Center of the same university. The mice were housed under a standard light/dark cycle and were also provided with unrestricted access to nourishment and hydration.

### 4.3. ICH Model

The induction of the murine intracerebral hemorrhage (ICH) model was achieved through the stereotactic-guided delivery of bacterial collagenase VII (C0773, Sigma-Aldrich, St. Louis, MO, USA) into the right basal ganglia [45]. Initially, mice were anesthetized with an intraperitoneal administration of pentobarbital (40 mg/kg) and subsequently positioned within a stereotaxic frame (RWD Life Science, Shenzhen, China). Following this, the bacterial collagenase VII (0.1 U in 1 μL) was administered at 0.2 mm posterior and 2.2 mm lateral of the bregma, 3.5 mm in depth, at a speed of 0.1 μL/min. The burr hole was subsequently closed with sterilized medical bone wax after the syringe remained in place for 10 min post administration. For the sham mice, an identical procedure was conducted with the replacement of bacterial collagens with saline. Throughout both the experimental and recovery periods, the animals’ body temperatures were maintained at 37.0 ± 0.5 °C.

### 4.4. Cell Culture and LPS Treatment

The BV-2 cell, a widely utilized murine microglia cell line (National Infrastructure of Cell Line Resource, Beijing, China), was cultivated in Dulbecco’s Modified Eagle Medium (Gibco, Thermo Fisher Scientific, New York, NY, USA) supplimented with 10% FBS (VivaCell, Shanghai, China), 100 U/mL penicillin, and 100 g/mL streptomycin (15140122, Gibco, Thermo Fisher Scientific, New York, USA). The cells were maintained in a humidified atmosphere with 5% CO_2_ at a temperature of 37 °C. For LPS stimulation, BV2 cells were treated with 1 μg/mL LPS [46] for the indicated time.

### 4.5. RNA Extraction and Real-Time Quantitative PCR

RNA was isolated utilizing the TRIZOL reagent, adhering to the protocol provided by the manufacturer (Invitrogen, San Diego, CA, USA). Subsequently, a volume of 800 nanograms of RNA was reversed into cDNA via the ABScript III RT Master Mix (RK20429, ABclonal, Wuhan, China). The quantitative PCR process was executed utilizing the SYBR Green Fast qPCR Mix (RK21203, ABclonal, Wuhan, China). The relative expression was quantified via the 2-ΔΔCT method, which underwent normalization to GAPDH. The primers used in the article are shown in Supplementary Table S2. 

### 4.6. ELISA Assay for Cytokines

Enzyme-linked immunosorbent assay (ELISA) kits (Jiubang, Quanzhou, China) were used to determine the levels of TNF-α (QZ-10225), IL-6 (QZ-10260), and IL-1β (QZ-10247) in the treated BV2 cell culture medium as per the manufacturer’s instructions.

### 4.7. Immunofluorescence

Mice were euthanized and sacrificed 72 h post-ICH model induction. The mouse brains were fixed with a 4% paraformaldehyde solution prior to being sectioned into 8 μm slices. These sections were permeabilized and blocked with a 5% goat serum solution containing 0.5% Triton X-100. Next, the section was incubated with the indicated primary antibody at 4 °C overnight, followed by treatment with the appropriate secondary antibody for 1 h at 37 °C. Finally, the sections were subjected to incubation with DAPI and observation with a fluorescence microscope. The antibodies used for immunofluorescence were rabbit anti-TonEBP (ab3446, Abcam, Waltham, MA, USA) and anti-Iba-1 (GB15105-100, Servicebio, Wuhan, China).

### 4.8. Immunohistochemical Staining

The paraffin-embedded human brain tissue sections underwent deparaffinization and rehydration prior to antigen retrieval. Subsequently, the brain sections were incubated with the indicated primary and secondary antibodies after the inhibition of internal peroxidase activity. A DAB substrate kit (ZLI-9018; ZSGB, Beijing, China) was employed for visualization. Lastly, the brain tissue was counterstained with hematoxylin and sealed. The immunostaining intensity was scored as follows: 0 (no immunostaining), 1 (weak immunostaining), 2 (moderate immunostaining), or 3 (strong immunostaining). The percentage of positive cells was scored as 0 (<5%), 1 (5–25%), 2 (26–50%), 3 (51–75%), or 4 (76–100%). Finally, the immunostaining intensity score was multiplied by the percentage-of-positive-cells score to calculate each sample’s score. The antibodies used for immunohistochemical staining were rabbit anti-TonEBP (ab3446, Abcam, Waltham, USA) and rabbit anti-PELI1 (ab199336, Abcam, Waltham, USA).

### 4.9. Construction and Transfection of Plasmids

Full-length sequences of TonEBP were procured from the cDNA of the BV2 cell and subsequently cloned into the Plenti6/TR vector. The *Peli1* promoter region was synthesized by BGI (Beijing Genomics Institute, Beijing, China). Plasmids were transiently transfected into HEK293T cells with Linea Polyethylenimine (PEI) in accordance with the manufacturer’s protocol (polyscience, Niles, IL, USA). For BV2 cells, the scrambled sh-RNA and TonEBP lentivirus vector were constructed by OBiO (Shanghai, China) and transfected to the BV2 cells. 

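The shRNA against TonEBP is directed at the coding sequence of Nfat5. The second strand in Supplementary Table S3, written as DNA, is AGTGTTATCATTGTAGGAACTGG. Its reverse complement, CCAGTTCCTACAATGATAACACT, lies on chromosome 8 of GRCm38 from 107339172 to 107339194, on the plus strand. It falls in exon 3 of the 13 exons of a protein-coding transcript of Nfat5, within the coding part, and the number of that exon differs between transcripts. Among the annotated transcripts of that build, the match of 23 bases was found in Nfat5 only. No transcript of another gene held a stretch of 19 bases of it. The first strand as printed has 22 bases, 1 fewer than the target, and its longest stretch found in the target is 18 bases.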

The primers used for the plasmid construction and sh-RNA sequence are shown in Supplementary Table S3.

### 4.10. Promoter Luciferase Reporter Assay

The promoter region of the *Peli1* gene, extending from the −2000 base site to the transcription start site, was integrated into the modified pGL4.10 vector (Promega, Madison, WI, USA). Full-length sequences of TonEBP were extracted from the cDNA of the BV2 cell and cloned into the Plenti6/TR vector. For plasmid transfection, HEK293T cells were cultured on 24-well plates and transfected with indicated plasmids 48 h before harvesting. The activity of the Firefly luciferase and the signal of the Renilla luciferase were quantified using the dual-luciferase reporter assay kit (Promega, Madison, USA) and detected using a GloMax 20/20 Luminometer (Promega).

### 4.11. Cleavage under Targets and Release Using Nuclease (CUT&RUN) Assay

The interaction between protein and DNA was ascertained using the hyperactive pG-MNase CUT & RUN assay kit for PCR/qPCR (Vazyme, HD101, Nanjing, China). Initially, the potential binding site of TonEBP on the *Peli1* promoter was predicted using the JASPAR website [47]; the primers were designed based on this predicted binding site. For the CUT & RUN assay, 3 × 10^5^ BV2 cells were harvested and incubated with pre-treated ConA Beads Pro for 10 min at room temperature. Following this, 6 ug of antibodies were added to the cell–bead crosslink and incubated overnight at 4 °C. Subsequently, CaCl2 was added to initiate cleavage after the pG-MNase enzyme was linked to the antibody–cell–bead crosslink. Finally, the released DNA fragments were collected and quantified using RT-qRCR with ChamQ Universal SYBR qPCR Master Mix. The primers were forward primer TGGGCATCCAGGGTTTTTGA and reverse primer GGTAATTTGCCTCAGTTTCCCT.

### 4.12. RNA Sequencing and Analysis

For RNA-seq analysis, total RNA was extracted from BV2 cells with a TRIzolKit (Invitrogen, California, USA). RNA-seq library preparation and subsequent RNA-seq sequencing were conducted using SHANGHAI BIOPROFILE (Shanghai, China), in which the prepared library was sequenced on the Illumina (San Diego, CA, USA) Novaseq6000 platform. The RNA-seq data were uploaded to the GEO database under accession number GSE249968. The RNA-seq data on LPS-stimulated primary microglia and the microarray data on LPS-stimulated BV2 cells were obtained from the GEO database under accession numbers GSE102482 and GSE103156, respectively.

For data processing and analysis, raw counts were used to analyze differentially expressed genes (DEGs) using the DESeq2 R package, with cutoffs at log2 fold change > 1 or < −1 and *p*-value < 0.05. GO (gene ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) analyses were performed on the DAVID website [48,49], and the results were visualized in R (4.2.2). The DEGs were compared using the website tool Jvenn [50].

### 4.13. Lentivirus Transfection

OBiO Technology (Shanghai, China) engineered the lentivirus. The pSLenti-puro vector was utilized to clone both the silencing and non-silencing shRNA sequences of murine TonEBP, which were subsequently packaged into the lentivirus. Following this, BV2 cells underwent a 14 h transfection process with the lentivirus. A selection process was implemented 72 h post-infection, utilizing 2 μg/mL of puromycin (T19978, TargetMol, Boston, MA, USA). 

### 4.14. Western Blot

Protein extraction was performed on BV2 and mouse brain samples using RIPA lysis buffer (P0013B, Beyotime, Shanghai, China) supplemented with a 1 mM protease inhibitor cocktail (B14001, Selleck, Houston, TX, USA). The lysates were then centrifuged to gather supernatants. Nuclear and cytoplasmic proteins were extracted using a cytoplasmic and nuclear protein extraction kit (AR0106, Boster, Wuhan, China). The proteins were transferred onto a PVDF membrane (Millipore, Shanghai, China) after being resolved using suitable SDS-PAGE. The membrane was blocked in 5% non-fat milk solution for one hour at room temperature, then incubated overnight at 4 °C with primary antibodies. Immunoblotting was identified using horseradish peroxidase-linked anti-rabbit or anti-mouse secondary antibodies, in conjunction with the BeyoECL Moon super sensitivity detection kit (Beyotime, Shanghai, China). The antibodies and concentrations used for Western blotting were as follows: rabbit anti-TonEBP (ab3446, Abcam, Waltham, USA) 1:1000, rabbit anti-NF-κB p65 (8242, Cell Signaling Technology, Danvers, MA, USA) 1:2000, rabbit anti-phospho-NF-κB p65 (Ser536) (3033, Cell Signaling Technology, Danvers, USA) 1:500, mouse anti-PELI1 (TA807629S, ORIGENE, Rockville, MD, USA) 1:2000, and mouse anti-GAPDH (60004-1-Ig, Proteintech, Wuhan, China) 1:50,000.

### 4.15. Statistical Analysis

Data are presented as mean ± SD. GraphPad Prism software (version 8.0) was used for statistical analyses. Two groups were analyzed using Student’s *t*-test. One-way ANOVA and Tukey’s multiple comparison test were used to analyze data between more than two groups. Differences between means were considered statistically significant when *p* < 0.05.

## 5. Conclusions

In summary, our current research investigates an increased transcription factor, TonEBP, after hemorrhagic stroke in the peri-hematoma region of the brain in humans and mice. Furthermore, our in vitro experiment shows that TonEBP may act as a transcription factor of PELI1, which has been reported to be a regulator of the NF-κB pathway. Moreover, we demonstrate that the knockdown of microglial TonEBP could regulate the NF-κB pathway and attenuate the inflammation response. Taken together, TonEBP may mediate the regulation of the NF-κB pathway and the inflammatory response via promoting the expression of PELI1 transcriptionally. Our research may provide a potential therapeutic target for intracerebral hemorrhage and elucidate part of the underlying mechanism of TonEBP in the inflammatory response. However, the role of microglial TonEBP in neuroinflammation after a hemorrhagic stroke in mice deserves our further attention.

## Figures and Tables

**Figure 1:**
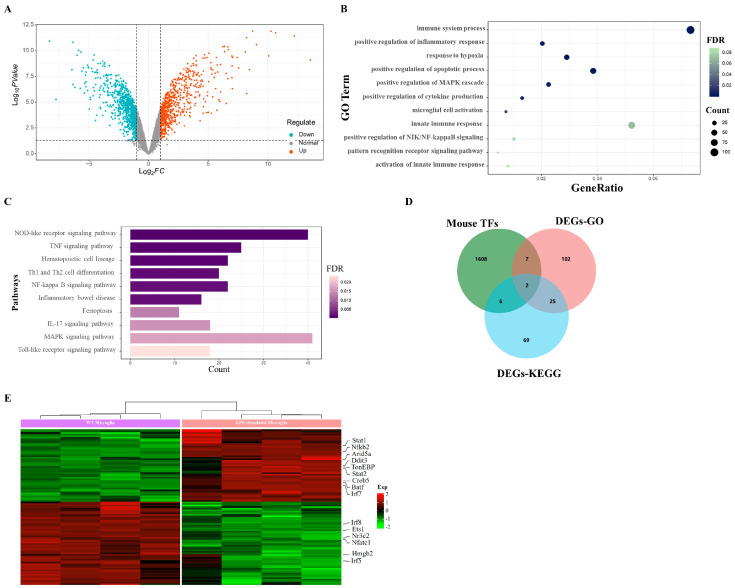
Upregulated transcription factors in the lipopolysaccharide (LPS)-induced inflammatory response in microglia. (**A**) Volcano plot of DEGs at 12 h after lipopolysaccharide (LPS). *P*-adj < 0.05 and |(log2FoldChange)| > 1. (**B**) GO enrichment scatter plot. (**C**) KEGG pathway enrichment analysis plot. (**D**) Wayne diagram showing DEGs-GO and DEGs-KEGG of activated microglia and mouse transcription factors. (**E**) Heat map of different transcription factors in WT microglia and LPS-stimulated microglia.

**Figure 2:**
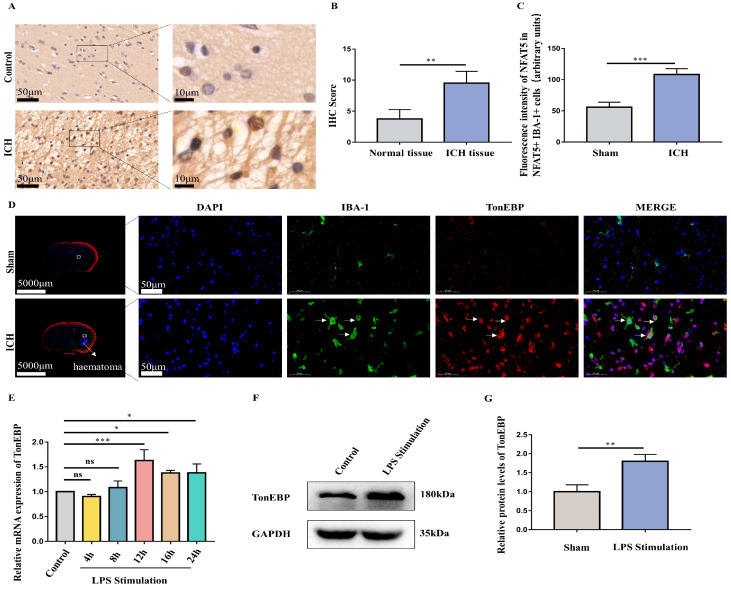
The expression of TonEBP in brain tissues of humans and mice after ICH and in microglia stimulated by LPS. (**A**,**B**) Immunohistochemistry (scale bar = 50 μm or 10 μm) (**A**) and IHC score (**B**) for TonEBP in brain tissues of humans in control group and ICH group. N = 3. (**C**,**D**) Immunofluorescence staining (scale bar = 5000 μm or 50 μm) (**D**) and fluorescence intensity (**C**) of TonEBP and Iba-1in in brain tissues of mice in sham group and ICH group. N = 3. The Iba-1 and TonEBP positive cells were indicated by white arrows. (**E**) RT-PCR of TonEBP in control and 1 μg/mL LPS-treated BV2 cells for different durations (4, 8, 12, 16, and 24 h). N = 3. (**F**,**G**) Western blot of TonEBP in control group and LPS stimulation group. N = 3. The data are presented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns: non significant.

**Figure 3:**
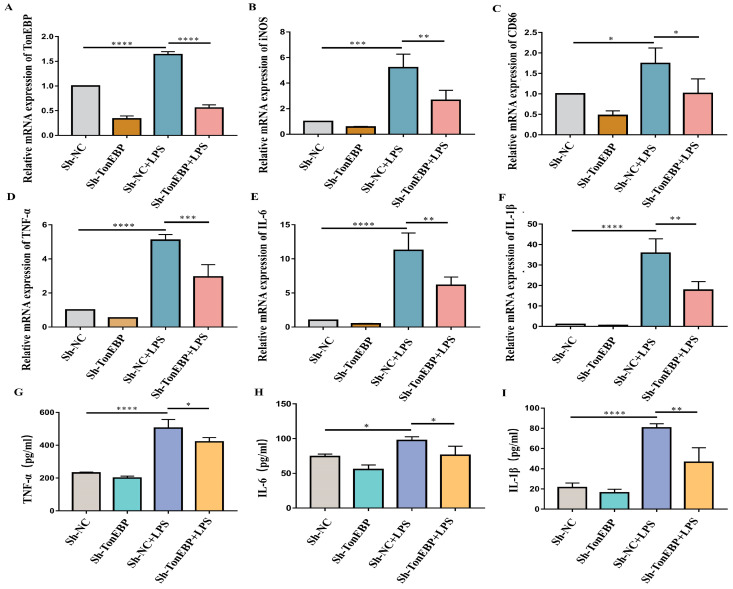
Inflammation and microglial activation were ameliorated by TonEBP deficiency. (**A**–**C**) RT-PCR of TonEBP (**A**), iNOS (**B**), and CD86 (**C**) in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. (**D**–**F**) RT-PCR of TNF-α (**D**), IL-6 (**E**), and IL-1β (**F**) in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. (**G**–**I**) ELISA of TNF-α (**D**), IL-6 (**E**), and IL-1β (**F**) in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. The data are presented as mean ± SD. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 4:**
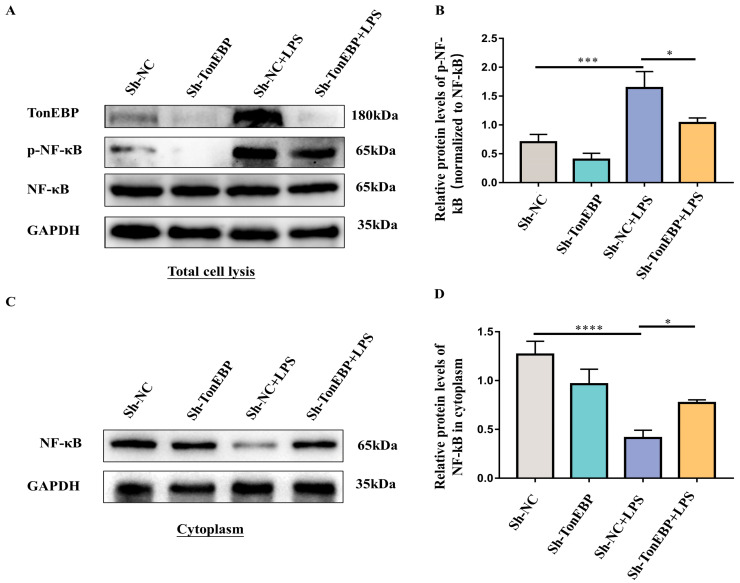
TonEBP deficiency reduced the activation of the NF-κB signaling pathway. (**A**,**B**) Western blot of TonEBP, p-NF-κB, and NF-κB of total cell lysis in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. (**C**,**D**) Western blot of NF-κB of cytoplasm in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. The data are presented as mean ± SD. * *p* < 0.05, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 5:**
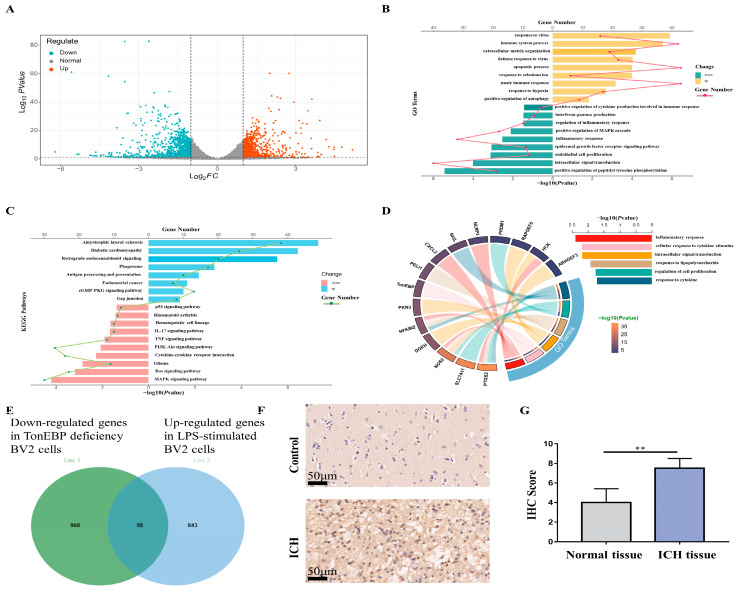
RNA-seq for potential target of TonEBP. (**A**) Volcano plot of DEGs between the sh-NC group and sh-TonEBP group. *p*-value < 0.05 and |(log2FoldChange)| > 1. (**B**) GO enrichment scatter plot. (**C**) KEGG pathway enrichment analysis plot. (**D**) GO enrichment chord diagram and bar plot legend for GO terms. (**E**) Wayne diagram showing upregulated DEGs in LPS-stimulated BV2 cells and downregulated DEGs in TonEBP-deficient BV2 cells. (**F**,**G**) Immunohistochemistry (scale bar = 50 μm) (**F**) and IHC score (**G**) for PELI1 in brain tissues of humans in control group and ICH group. N = 3. The data are presented as mean ± SD. ** *p* < 0.01.

**Figure 6:**
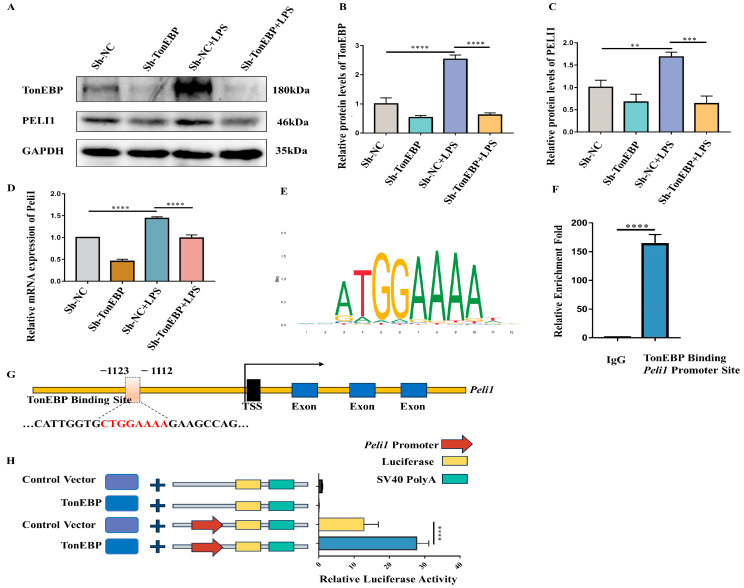
TonEBP acted as a transcription factor of PELI1. (**A**–**C**) Western blot of TonEBP (**A**,**B**) and PELI1 (**A**,**C**) in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. (**D**) RT-PCR of PELI1 (**D**) in sh-NC, sh-TonEBP, sh-NC+LPS, and sh-TonEBP+LPS groups. N = 3. (**E**) JASPAR-derived TonEBP chromatin binding motif. (**F**) CUT & RUN experiment for TonEBP and *Peli1* promoter. N = 3. (**G**) Scheme of TonEBP binding sequence in *Peli1* promoter. (**H**) The dual-luciferase reporter assay of TonEBP and *Peli1* promoter. N = 7. ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## Data Availability

Data are contained within the article and Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25031438/s1. Supplementary Table S1: Human tissue information. Supplementary Table S2: Primer sequences for RT-qPCR, Supplementary Table S3: Sh-RNA sequences and primer sequences for plasmids construction.

# Supplementary material for: TonEBP: A Key Transcription Factor in Microglia Following Intracerebral Hemorrhage Induced-Neuroinflammation
**Source:** Int J Mol Sci. 2024 Jan 24;25(3):1438. doi: 10.3390/ijms25031438
**Supplement:** Supplementary file 1

Additional file

Supplementary Table S1. Human tissue information

Sample	sex	age	Possible bleeding causes	ICH location	Estimated ICH volume	Performed experiment
ICH 1	M	11	Arteriovenous malformation	Left parietal-occipital lobe	40mL	IHC
ICH 2	F	11	Cerebrovascular malformation	Left frontotemporal lobe	30mL	IHC
ICH 3	F	10	Arteriovenous malformation	Midline area, left parietal lobe	30mL	IHC
CTR1	M	New-born	-	-	-	IHC
CTR2	M	59	-	-	-	IHC
CTR3	F	60	-	-	-	IHC

Supplementary Table S2. Primer sequences for RT-qPCR

Genes	Forward Primer (5'–3')	Reverse Primer (5'–3')
TonEBP	AGCAGCCTCCAATCTCACAC	GGGCGCTGTGTTTGAAAAAT
TNF- α	CTCCAGGCGGTGCCTATGTC	CCATTGCGAACTTCTCATCCCTTT
IL-1 β	AGCTTCCTTGTGCAAGTGTC	TTGGGGTCCGTCAACTTCAA
IL-6	GTTCTCTCTGCAAGAGACTTC	AGTCTCCTCTCCGGAATTGT
iNOS	AATCTTGGAGCGAGTTGTGG	CAGGAAGTAGGTGAGGGCTTG
CD86	CTCCCACCACAAATGGCACT	CTTGGACCTTGGACTAGGCG
PELI1	GCAACAAGGACCAGCATAGC	TACTGACTGCGTGTCGGAAT
GAPDH	GATGCAGGGATGATGTTCTG	GTGAAGGTCGGTAACGG

Supplementary Table S3. Sh-RNA sequences and primer sequences for plasmids construction

Oligonucleotides	Forward primer (5'–3')	Feverse primer (5'–3')
TonEBP	GCTCTAGAATGCCCTCGGACTTCATCTCA	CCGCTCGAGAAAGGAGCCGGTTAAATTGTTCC
Scrambled sh-RNA	UUC UCC GAA CGU GUC ACG UTT	ACG UGA CAC GUU CGG AGA ATT
TonEBP sh-RNA	CCAGUUCCUACAAUGAUACACU	AGUGUUAUCAUUGUAGGAACUGG

How the deposited data were processed for this re-analysis (not part of the article)

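RNA-seq of BV2 cells with a scrambled shRNA (sh-NC, 3 libraries) and with an shRNA against TonEBP (sh-TonEBP, 3 libraries) was analysed from the table the authors deposited, which holds raw read counts per gene for all 6 libraries. The authors sequenced poly(A) RNA and counted reads per gene. The submitters' processing notes name cutadapt 1.15, HISAT2 2.0.5, HTSeq 0.9.1, DESeq 1.30.0 and the build GRCm39, without their roles. The annotation release, the strand setting and the handling of reads with several matches are not given in the sources used here, so genes with close paralogs or antisense partners are uncertain. The column names of the sh-TonEBP libraries do not name TonEBP. They were assigned because the series has only these 2 shRNAs, and the counts of Nfat5 are given per library as a check of the labels.

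Of 21899 gene identifiers, 21795 were matched to a symbol through a table of an older annotation, and the 104 others held 0.067% of all counts. In total 5615 genes had 0 counts in every library. The totals were 15288505 to 15555269 counts (median 15431247) in sh-NC and 13621188 to 16140042 (median 16116468) in sh-TonEBP. Replicates were compared before they were grouped. Within groups the chi-square of the counts per degree of freedom was 5.54 or more, so no pair differed by as little as sampling noise.

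From these counts, edgeR 4.0.16 in R 4.3.3 kept 11943 genes (filterByExpr), normalized them by TMM and applied the quasi-likelihood test with robust dispersion estimates and Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.135. CPM and their SD are TMM-normalized, except for the levels of 20 leukocyte genes and the medians over lists of cell type markers, which are scaled by library totals alone, and log2 fold changes are given with a standard error computed from the log2 fold change and the F statistic. Of 41 gene lists, the 35 with at least 5 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over the 35 lists. With a correlation estimated from the data, the list of the paper's Figure 5D alone remained under an adjusted p of 0.05 (adjusted p = 0.043). The study chose that list on these samples, so its call is not independent evidence, and no other list kept the call. Over-representation at the study's cutoffs was tested with one-sided Fisher exact tests. Its adjusted p among the higher or the lower genes is over the 35 lists within that direction, and the ranges over all alternatives take each list's p in the direction camera gave it, adjusted over the 35 lists. The lists, the tests, the alternatives and the rule for naming genes were set before the data were examined. The rule takes the genes the paper names in the parts on these cells and in Figure 1E, the 10 higher and 10 lower genes with the largest log2 fold change among those past an adjusted p of 0.05, at a mean of at least 5 CPM and with no overlap between the groups, and per list the 4 members with the smallest p. Some genes that the rule takes are not reported here. A list of 20 leukocyte genes was added after microglial genes had been seen near 0, and the smoothing of trends on length and GC content was set after the counts were seen but before its results.

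The steps were tested on counts simulated from the means, dispersions and library sizes of these 6 libraries. In 30 simulations of sh-TonEBP against sh-NC with 200 changed genes, over 11766 to 11796 genes tested, edgeR recovered 25.2% of the genes changed by a log2 fold of 0.5, 88.5% of those changed by 1 and 99.4% of those changed by 2. Of its calls at an adjusted p under 0.05, 7.44% were false on average (4.46% to 10.7%), above the nominal level, and 4.93% of the unchanged genes had an unadjusted p under 0.05. A single simulation was run first and gave 10.1% false calls, above a limit of 10% set for it; the number of simulations was then raised to 30, with that one included, and the limit was applied to their mean. No simulation was run with as large a share of changed genes as was called in the data, so these shares are not estimates for the data.

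Alternatives were DESeq2 1.42.0, RLE factors, library size alone, no filter, a mean of at least 1 CPM, the replicate number as a block, leaving out each library in turn, other thresholds and other list tests. Gene length and GC content came from transcripts of GENCODE M21 on GRCm38, an older build than that of the table, so no coordinates of genes are given, apart from a match of the shRNA sequence itself. The 3' UTRs of the same annotation were searched for matches to the shRNA seed. The microarray of LPS-stimulated BV2 cells and the enrichment terms of DAVID were not used here.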

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

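The tests of where the leukocyte and fibroblast genes come from, and the list of 20 leukocyte genes they use, were chosen after these genes had been seen. The groups of genes below are not discussed as groups in the paper, which names Slc7a11 of the NRF2 targets in its Figure 5D. Each passed camera at its preset correlation and lost that call with an estimated correlation.

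Of 7 tested genes of homeostatic microglia, 5 were higher and none was lower in sh-TonEBP at an adjusted p under 0.05 from edgeR, with 5 higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.017, and adjusted p = 0.27 with an estimated correlation). Cst3, an inhibitor of cathepsins, and Sparc, which connective tissue cells also express, are among them. The adjusted p from camera was 0.066 without sh-NC 1, 0.055 without sh-TonEBP 2, 0.079 without sh-TonEBP 3 and 0.31 with no filter on low counts, and over all alternatives it ran from 0.0014 to 0.31. Of 9 markers of fibroblasts 7 were higher, among them Dpt, a protein of the dermal matrix, which went from 15.3 ± 1.82 to 48.6 ± 10.9 CPM (SD, n = 3 in each group). The camera adjusted p of the fibroblast markers with an estimated correlation was 0.092.

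Of 23 tested targets of NRF2, the regulator of the oxidative stress response, 12 were higher and 2 were lower, with 12 and 3 when adjusted over the list alone (camera adjusted p = 0.019, and adjusted p = 0.59 with an estimated correlation). Gpx1 and Gpx4, which reduce peroxides, rose by log2 fold changes of 1.11 and 0.98, and Slc7a11 fell. Over-representation among the higher genes gave an adjusted p of 0.39 by Fisher's exact test, and over all alternatives the adjusted p ran from 0.0026 to 0.59. Of 42 lysosomal genes 19 were higher and 2 were lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.015, and adjusted p = 0.65 with an estimated correlation). Ctsd, a lysosomal protease, rose by 0.97, and Cd63, a membrane protein of late endosomes, by 1.24. Over-representation was not seen for them either (adjusted p = 1 by Fisher's exact test, and 0.0022 to 1 over all alternatives). Of 74 ribosomal proteins 30 were higher and 3 were lower, with 28 and 3 when adjusted over the list alone (camera adjusted p = 0.0049, and adjusted p = 0.67 with an estimated correlation). They lost the call by fry (adjusted p = 0.14) and by over-representation (adjusted p = 0.78 by Fisher's exact test), and over all alternatives the adjusted p ran from 4.6e-05 to 0.67. Many of them have near-identical pseudogenes that can share their reads, and with trends on transcript length and GC content removed their median went from 0.42 to 0.20.

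Many leukocyte and homeostatic microglial genes were near 0 in all 6 libraries while several fibroblast genes were abundant. Of 22 homeostatic genes, scaled by library totals, 14 were under 1 CPM in every library and 4 were over 10 CPM in sh-NC. Irf8, a factor of myeloid cells, stood at 23.2 CPM in sh-NC. The 20 leukocyte genes had a median of 0.498 CPM in sh-NC, with an SD of 0.069 between libraries, which argues against a culture in which BV2 cells with leukocyte expression made up a large share and against loss of these genes through the knockdown. A small share is not excluded by a median. Of the 20 genes only 2, Itgb2 and Cyth4, were over 10 CPM in sh-NC, while 9 were under 1 CPM in every library, so these 2 alone do not show such a share. All 15 genes of Figure 5D were lower in sh-TonEBP, which argues against a table from another experiment. The fibroblast markers had the higher median in 6 of 6 libraries, which would be seen both if the cells were not BV2 and if they were BV2 cells without myeloid expression, and these cannot be told apart because no library of authenticated BV2 cells was used here. The markers of activated microglia had a median of 125 CPM and the fibroblast markers one of only 3.15. The first list holds lysosomal and endosomal genes such as Ctsd and Cd63 (120.5 and 370 CPM in sh-NC), so its median does not show that the cells were microglia. Of its 24 genes 16 were over 10 CPM in sh-NC and 6 were under 1 CPM in every library. The design gives no biological explanation to test.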

How the results depend on the processing

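The smoothing of trends on length and GC content was set after the counts were seen. All other alternatives were set before the data were examined. The counts of changed genes stayed within 1.5 times under each of them: 2163 to 3241 higher and 2138 to 3289 lower at an adjusted p from edgeR or DESeq2, 666 to 929 and 911 to 1292 at the study's cutoffs, and 13 to 15 of the genes of Figure 5D. DESeq2 called 831 higher and 1119 lower at those cutoffs, of which edgeR shared 746 and 969. Nfat5 ranged from -1.32 to -1.00 and Peli1 from -1.11 to -0.94. Of 156 called named genes, 144 kept direction and call under every alternative that tested them, 12 lost the call under at least 1 and none changed direction. Rapgef5, Prdm1 and Hist1h4h were not tested at a mean of at least 1 CPM.

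The replicate numbers did not pair the libraries, since same-numbered libraries deviated together with correlations of 0.18, 0.056 and -0.072 and sh-NC 2 was closer to sh-TonEBP 3 (0.20). The replicate block gave 3147 higher and 3289 lower genes.

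The adjusted p of lists moved most. With an estimated correlation it was 0.275 for interferon genes, 0.646 for matrix, 0.670 for hypoxia, 0.092 for MHC class I, 0.270 for the phagosome and 0.626 for respiratory chain subunits, which all lost the call. With fry it was 0.0314 for apoptosis, 0.0165 for MHC class II, 0.0114 for cGMP-PKG, 0.0113 for cytokine receptors (higher), 0.0296 for inflammatory mediators, 0.0113 for IL-17, 0.0216 for MAPK and 0.0153 for growth factors and tyrosine kinases (the last 4 lower), which all gained it, and 0.0781 for hypoxia and 0.137 for ribosomal proteins, which lost it. Over-representation in the direction of camera, adjusted over the 35 lists, gave 0.199 for hypoxia, 0.643 for ribosomal proteins, 1 for the lysosome and 0.297 for NRF2 targets, which lost the call, and 0.00591 for cytokines (higher) and 0.00551 for growth factors and tyrosine kinases (lower). Adjusted within one direction, cytokines had 0.00760, growth factors and tyrosine kinases 0.0221 and hypoxia 0.354. Hypoxia ran from 0.000218 to 0.0899 with a library left out, and lost the call without sh-NC 1 (0.0814) and sh-TonEBP 3 (0.0899). The cause was not tested.

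Under the alternatives, changes of sign were seen for genes that edgeR did not call and lists that camera did not call at its preset correlation, among them inflammatory mediators and cytokine receptors, which fry called. Without the genes of Figure 5D, inflammatory mediators (0.555) and NF-κB and TNF signaling (0.969) turned upward. With no filter Nfkb2 had a log2 fold change of 0.000584, and receptors (0.966), glycolysis (0.840), histones (0.622) and endothelial markers (0.622) turned, as did glycolysis with the replicate block (0.983). With a library left out, Nfkb2 ranged from -0.125 to 0.0668, Nr3c2 from -0.259 to 0.0144 and Hmgb2 from -0.0334 to 0.174, and the adjusted p from 0.583 to 0.988 for glycolysis, 0.689 to 0.961 for histones and 0.748 to 0.999 for endothelial markers. The cause was not tested. With trends on length and GC content removed, the medians of Ras (-0.03 to 0.12), IL-17 (-0.14 to 0.0019), mitochondrially encoded subunits (-0.05 to 0.17) and endothelial markers (0.06 to -0.08) changed sign. Library totals limit genes near 0.2 CPM. A correlation with length and GC in a reference of the table's own build was not run.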

Differences from the paper's values

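The level of iNOS mRNA (Nos2) in sh-TonEBP relative to sh-NC was 0.172 in the RNA-seq, from the edgeR log2 fold change. The sh-TonEBP libraries, each divided by the sh-NC mean, had an SD of 0.059 (n = 3), which leaves out the spread of sh-NC. The paper's RT-qPCR value without LPS is about 0.6 in Fig. 3B, read by eye. The LPS status of the sequenced cells is not given in the sources used here. Under every alternative set before the data were examined the value here stayed between 0.144 and 0.202, so none closed the gap. Both values lie below that of sh-NC.

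The paper places cytokine-cytokine receptor interaction with the downregulated genes. At the study's cutoffs 8 receptors were lower and 5 were higher, and 6 cytokines and chemokines were lower and 7 were higher. At an adjusted p under 0.05 from edgeR with no cutoff on the fold change, 13 receptors were lower and 15 were higher, and 8 cytokines and chemokines moved each way. The paper places the inflammatory response and the MAPK, Ras, TNF and IL-17 pathways there too. At the study's cutoffs 8 inflammatory mediators were lower and 7 higher, and the counts were 10 and 4 for MAPK, 7 and 4 for Ras, 7 and 6 for NF-κB and TNF and 7 and 4 for IL-17. More genes were lower than higher in each of these lists at both thresholds, but none passed camera. Over-representation among the lower genes, the measure closer to the paper's enrichment, passed for none of them either by Fisher's exact test. Its adjusted p was 0.29 for inflammatory mediators, 0.75 for MAPK, 0.97 for NF-κB and TNF and 0.53 for IL-17. Fry called inflammatory mediators (adjusted p = 0.030), MAPK (0.022) and IL-17 (0.011), and over all alternatives these ran to 0.71, 0.65 and 0.87. Among all 35 lists fry gained the call for 13 and lost it for 2, so such a call is not particular to these pathways. Without the genes of Figure 5D, inflammatory mediators and NF-κB and TNF signaling turned upward by camera (adjusted p = 0.55 and 0.97, not called). For peptidyl-tyrosine phosphorylation, growth factors and tyrosine kinases were called by fry (adjusted p = 0.015) and by over-representation among the lower genes (0.022), with a range of 0.0055 to 0.65 over all alternatives. No setting called Ras or NF-κB and TNF signaling, whose lowest values were 0.062 and 0.053. Among pathways the paper places with the upregulated genes, apoptosis (fry adjusted p = 0.031) and cGMP-PKG (0.011) were called by fry but not by camera (up to 0.65 and 0.63 over all alternatives). The lists are not the terms of the paper's enrichment. Fisher's exact test used edgeR calls among the 11943 tested genes, where the paper used DESeq2 and DAVID. A list that did not pass here therefore does not show that the paper's term was not enriched.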

Other observations

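The tests in this part were set before their results were seen, except the removal of the median of each chromosome, which was chosen after. Of 37 tested genes of the integrated stress response, 20 were lower in sh-TonEBP cells, 6 were higher and 11 did not pass at an adjusted p under 0.05 from edgeR, with 20 lower and 7 higher when adjusted over the list alone (camera adjusted p = 0.00035, and adjusted p = 0.39 with an estimated correlation). Asns, which makes asparagine, went from 363 ± 28.5 to 119 ± 9.01 CPM (SD, n = 3 in each group), Psat1, of serine synthesis, from 437 ± 13.7 to 180 ± 18.1, and Nupr1, a stress-induced regulator, from 72.2 ± 9.43 to 26.1 ± 2.05. Of 37 genes induced by hypoxia 16 were lower and 5 were higher, with the same counts when adjusted over the list alone (camera adjusted p = 0.012, and adjusted p = 0.67 with an estimated correlation). Ero1l, an oxidase of protein folding, fell by 1.90 on the log2 scale, and Hilpda, a protein of lipid droplets, went from 93.0 ± 26.1 to 31.1 ± 3.55 CPM. The hypoxia genes lost the call without sh-NC 1 (camera adjusted p = 0.081) and without sh-TonEBP 3 (0.090), by fry (0.078) and by over-representation among the lower genes (0.35), and over all alternatives the adjusted p ran from 0.00022 to 0.67.

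Osmotic targets of TonEBP were tested as a group of 9, with 4 lower, 1 higher and the same counts when adjusted over the list alone (camera adjusted p = 0.14). Their median of -0.44 went to -0.17 with trends on transcript length and GC content removed. Slc5a3, the myo-inositol transporter, fell by 1.13 on the log2 scale and Hspa4l, a chaperone of osmotic stress, by 1.94. Of 13 tested transcription factors of the paper's Figure 1E, 6 were lower, the targeted Nfat5 among them, and 4 were higher, with the same counts when adjusted over the list alone (camera adjusted p = 0.43). Irf8, a factor of myeloid cells, fell by 1.11 and Creb5 by 1.51. Of 25 p53 targets 11 were lower and 8 were higher, and of 45 cell cycle genes 13 were higher and 8 were lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.61 and 0.41). Of 24 genes of cholesterol synthesis 7 were higher and 2 were lower, and of 16 glycolysis genes 3 were higher and 3 were lower, again with the same counts when adjusted over the list alone (camera adjusted p = 0.32 and 0.96). Of 10 histone genes 2 were higher and 2 were lower, with 1 and 2 when adjusted over the list alone (camera adjusted p = 0.84). Among markers of other cell types, 3 of 5 tested for neurons were higher and none was lower, and for endothelium 2 were higher and 1 was lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.12 and 0.93). Of 18 tested genes of activated microglia 7 were higher and 2 were lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.23). By fry the osmotic targets and the factors of Figure 1E were lower (adjusted p = 0.0031 for each), the p53 targets were lower (0.042), and the genes of activated microglia (0.0063) and the neuron markers (0.010) were higher. Over-representation by Fisher's exact test also called the factors of Figure 1E and the p53 targets among the lower genes (adjusted p = 0.028 for each) and the neuron markers among the higher genes (0.010). Over all alternatives the adjusted p ran from 0.0031 to 0.54 for osmotic targets, 0.0031 to 0.65 for Figure 1E, 0.0106 to 0.80 for p53 targets, 0.0063 to 0.81 for activated microglia and 0.0082 to 0.59 for neurons. With the trends on length and GC content removed, the median of the p53 targets went from -0.30 to -0.08 and that of the factors of Figure 1E from -0.17 to -0.28.

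Nuclear-encoded respiratory chain genes were higher in sh-TonEBP with a median log2 fold change of 0.75. A bias in GC content is argued against as the cause of this rise, since the median with that trend removed was 0.803. The subunits had a median GC content of 50.1%, against 49.85% over all genes tested, so that trend could hardly move them. Across genes log2 fold change did rise with GC content (Spearman correlation across genes 0.42, and genes are not independent replicates). The trend explained 13.3% of its variance, so a GC bias in the data as a whole is not excluded. The scaling of the libraries stays open, since the 3 scalings hardly differed and so did not test it (lowest median 0.748), and gene length stays open too, as the median with its trend removed was 0.471 with a bootstrap error of 0.073 over genes, and length with GC content together gave 0.558 with one of 0.071, neither clear of the bound of 0.5. The knockdown itself could also account for the rise, and it cannot be told apart from a length bias here because each would move all libraries of a group.

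Of the tested genes 52.5% were called by edgeR, and the lower genes were searched for off-target sites of the shRNA. With Nfat5 left out and the trend of log2 fold change on 3' UTR length removed, the median of genes with a match to its seed in the 3' UTR differed by -0.14 from that of the others. This lay at percentile 14.6 of 1000 shuffled seeds, only 104 of them different. Of 3106 lower genes 9.40% held a site (exact 95% interval 8.40% to 10.5%), against 3.77% of the higher genes. Only 720 of 11866 searched genes held one, so most lower genes could not have held a site whatever the data. The share therefore does not test the seed as the cause of the falls, and changes that follow from a few silenced genes were not tested. The 3' UTRs of the lower genes were longer, with a median of 1612 bases against 884.5. The chromosome explained 2.05% of the variance of log2 fold change (bootstrap error 0.25), between the bounds of 2% and 10% set for it, so a small contribution of the copy number of whole chromosomes stays open, but with the median of each chromosome removed 96.8% (bootstrap error 0.55) of the median absolute log2 fold change of called genes was left, which argues against it as the cause of most of them. The median log2 fold change was -0.313 on X (44 higher and 144 lower) and -0.826 over the 4 tested genes of Y, all 4 lower. The largest absolute median over the autosomes was 0.2334. Whether the sex chromosomes differ between the 2 cell pools was not tested on its own. A single shRNA was used, so effects of its sequence and of TonEBP itself are not separated by the design.

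With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real split gave 3140 higher and 3130 lower genes and the others at most 0 at an adjusted p under 0.05 from edgeR, with 7059 genes at an unadjusted p under 0.05 in the real split and 3061 higher and 3043 lower by DESeq2. At the study's cutoffs the real split gave 762 and 1019 and the others at most 16. In the real split 13 lists passed against at most 12 in another, so 1 split reached each real value. The 13 include the list of Figure 5D, which the study chose on these samples, so the count of lists does not set the real split apart.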
